A study of Mus musculus with 4 samples. Its data were reported in "SYISL Knockout Promotes Embryonic Muscle Development of Offspring by Modulating Maternal Gut Microbiota and Fetal Myogenic Cell Dynamics" (2024).

How the data were processed

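Leg muscles of late fetal mice were profiled by droplet-based single-cell RNA sequencing, in which each captured transcript carries a cell barcode and a unique molecular identifier (UMI). Per the labels, 2 libraries came from wild-type (WT) fetuses and 2 from fetuses with a knockout (KO) of *SYISL*, a long non-coding RNA named for its place within *Synpo2*. Per the labels, the fetuses were littermates. How many fetuses entered each library, and their sex, was not stated. The authors aligned the reads to the mouse genome (mm10) with Cell Ranger and deposited raw UMI counts per gene and cell for the barcodes called as cells. These counts had not been normalised. The Cell Ranger version used counts intronic reads by default, and whether that setting was kept was not stated, so the counts can hold unspliced transcripts.

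The deposited matrices held 41741 cells, with 9786 and 9528 in the WT libraries and 10757 and 11670 in the KO libraries. Cells with 1000 to 6000 detected genes, 1000 to 25000 UMIs and under 8% mitochondrial UMIs were kept, which are the limits in the study's methods. No doublet caller was used in the main setting, so doublets were limited only by the upper bounds on genes and UMIs. Removal of cells called by Scrublet in each library was an alternative. It marked 184 (2.16%) and 145 (1.77%) kept cells in the WT libraries and 243 (2.48%) and 270 (2.58%) in the KO libraries.

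Counts were scaled to 10000 UMIs per cell and log-transformed. Leiden clustering at resolution 0.3 used 3000 variable genes, 30 principal components and 20 nearest neighbours (scanpy 1.11.5, igraph 0.11.9, scikit-learn 1.9.0). The study corrected for batch with Harmony, which was not used here. In its place, expression was centred within each library as an alternative. Resolution 1 and a looser filter of 500 to 7500 genes, at least 500 UMIs and under 15% mitochondrial UMIs were other alternatives. The cell filters, cell type markers, tests, the list of 29 preset genes, the 6 gene sets and the rule for naming genes were chosen before the data were examined.

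Clusters were named from those markers by a rule that was set after the data were seen. A class other than fibro-adipogenic progenitors (FAPs) needed at least 3 of its markers, and at least a set fraction of its list, at 2-fold or more over all other cells and detected in at least 10% of the cluster. Remaining clusters were called FAP-like if at least 3 FAP markers reached 25% of the level in the highest cluster. A cluster stayed unnamed where markers of a different class competed with its own, where a class outside the mesenchyme carried 5 or more FAP markers, where its 10 leading genes held more markers of a different class, or where it had few UMIs and none of its markers among them. Myogenic-like cells were clustered again at resolution 0.3, and sub-clusters were named progenitor-like, myoblast-like or myotube-like from at least 3 stage markers at 1.5-fold or more. These names are rebuilt, so shares of a class can differ from those of the study for that reason alone.

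The library was the replicate in every test. Shares of cells were compared by an exact two-sided permutation test over the 6 arrangements of the 4 libraries, for which the smallest possible p is 0.333, so no share can pass a threshold of 0.05. An edgeR test on cell numbers was the alternative. Shares of cells with a *Pax7* or *Myog* UMI were computed after each cell was thinned to 2000 UMIs, and again at 1000 UMIs and without thinning. For gene expression, raw UMIs were summed per library and class and tested with edgeR 4.0.16 (quasi-likelihood test, TMM factors, filterByExpr) in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Standard errors (SE) of log2 fold changes were obtained from the quasi-likelihood F statistic. DESeq2 1.42.0, RLE factors, other gene filters, the replicate number as a block and leaving out each library were alternatives. Among the classes other than myogenic-like and FAP-like cells, those with fewer than 50 cells in a library were not tested. The limit was not applied to the stages, and myotube-like cells numbered 32 and 19 in the WT libraries and 27 and 51 in the KO libraries. Whether the KO effect differed between myogenic-like and FAP-like cells was tested by an interaction term with the library as a block. Gene sets were tested with camera in limma 3.58.1 at a preset correlation of 0.01, with fry and an estimated correlation as alternatives. Intervals for shares of a single library are exact Clopper-Pearson 95% intervals and cover counting error only. Abundances are given as CPM, the UMIs of a gene scaled by all UMIs of the class in that library.

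The text names the preset genes, the sex-linked transcripts and, in addition, called genes with a mean of at least 10 CPM that had both KO libraries on the same side of both WT libraries, up to 5 in each direction for myogenic-like cells and 3 for FAP-like cells and the interaction. Coordinates are from the GENCODE annotation of GRCm38 (mm10). By identifier, 32158 genes of the feature table matched it.

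The tests were run on simulated counts with 200 genes changed. Counts were drawn independently for each gene, with the same dispersion in both groups and no split by sex within the KO group. At a 2-fold change, 156 (78%) were recovered in myogenic-like cells with 22 false calls among 14495 genes. For a 1.5-fold change, 110 (55%) were recovered with 15 false calls among 14482 genes. With no gene changed, 4 of 14479 genes were called. In FAP-like cells, 131 (65.5%) of the genes changed 2-fold were recovered with 22 false calls among 17870 genes, and 3 genes were called with none changed. At 1.5-fold, 72 (36%) were recovered in FAP-like cells with 29 false calls among 17883 genes. For the interaction at 2-fold, 122 (61%) were recovered with 20 false calls among 14540 genes, and 2 were called with none changed. The false calls exceeded the nominal share, so an isolated call close to the threshold is weak evidence. Replicate libraries were compared with sampling noise over the genes of myogenic-like cells. The chi-square per degree of freedom was 4.50 for the WT pair (14444 genes) and 10.7 for the KO pair (14679 genes), so neither pair was the same library deposited in duplicate. Trajectory and cell communication analyses of the study were not repeated here, and a trajectory was replaced by the stages of myogenic-like cells.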

Results

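To examine how the loss of *SYISL* affects the cells of fetal muscle, transcripts of single cells from leg muscles of WT and KO littermates were analysed in 2 libraries per genotype. The deposited UMIs numbered 110700201 and 119896327 in WT replicates 1 and 2, and 109653824 and 126257094 in KO replicates 1 and 2. After filtering, 36969 cells were kept, of which 16692 were WT (8515 and 8177) and 20277 were KO (9816 and 10461). Kept cells had a median of 10371 and 11427 UMIs in the WT libraries and of 9118 and 9727 in the KO libraries, so the WT libraries were deeper per cell. The median number of detected genes was 3468 and 3720 in WT and 3216 and 3341 in KO. With the looser filter, 39943 cells were kept.

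The knockout was first examined at its target. No gene in the feature table was named *SYISL*, so its loss could not be read under that name. Whether a feature with a different name covers it was not examined. Its host gene *Synpo2* (ENSMUSG00000050315) lies on the minus strand of chromosome 3 from 123076519 to 123236149 (GRCm38). Over all kept cells *Synpo2* stood at 10.4 and 10.3 CPM in the WT libraries and at 10.9 and 9.03 CPM in the KO libraries. The group means were 10.3 ± 0.0860 and 9.94 ± 1.29 CPM (SD, n = 2), and the log2 fold change was −0.01 (SE 0.11, edgeR adjusted p = 0.994). Without KO replicate 1 it was −0.14 and without KO replicate 2 it was 0.11. The target gene therefore gave no check of the genotype labels.

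Sex-linked transcripts separated 1 library from the others. *Xist* (chromosome X, 103460366 to 103483254), which is transcribed from the inactive X chromosome, had 131038 UMIs in KO replicate 2 and 5, 0 and 2 UMIs in WT replicate 1, WT replicate 2 and KO replicate 1. An *Xist* UMI was found in 98.2% of the cells of KO replicate 2 (exact 95% interval 97.9 to 98.4%) and in 5, 0 and 2 cells of the others, where 0 of 8177 cells allows a share of up to 0.0451%. The share of cells with a UMI of *Ddx3y*, *Eif2s3y*, *Kdm5d* or *Uty*, all on chromosome Y, was 87.8% and 89.9% in the WT libraries, 85.8% in KO replicate 1 and 1.00% in KO replicate 2 (exact 95% interval 0.822 to 1.21%). The KO group thus mixed libraries of both patterns, and within it the sex-linked pattern and the replicate were the same split.

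To compare the cell composition of the muscles, clusters were assigned to 10 named classes. FAP-like cells, the fibro-adipogenic progenitors, took 45.9 ± 0.0594% of kept cells in WT and 47.1 ± 2.94% in KO (SD, n = 2). The difference of 1.21 percentage points was smaller than the spread between the KO libraries (exact permutation test, p = 1), and it was −0.867 without KO replicate 1. Myogenic-like cells took 17.4% and 16.1% in the WT libraries and 20.7% and 18.2% in the KO libraries, or 16.7 ± 0.910% and 19.5 ± 1.78% (SD, n = 2). Both KO libraries lay above both WT libraries, by 2.75 percentage points between the means. The exact two-sided permutation test gave p = 0.333, the smallest that 4 libraries allow, and 0.833 after Benjamini-Hochberg adjustment over the 10 classes. The edgeR test on cell numbers gave a log2 fold change of 0.22 (adjusted p = 0.505). Among the alternatives that used all libraries, leaving blood, immune and unnamed cells out of the denominator moved the difference most, to 3.18 percentage points. Without KO replicate 1 it was 1.49 percentage points. Per 100 FAP-like cells there were 37.9 and 35.1 myogenic-like cells in the WT libraries and 42.2 and 40.5 in the KO libraries.

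**Figure D1:**
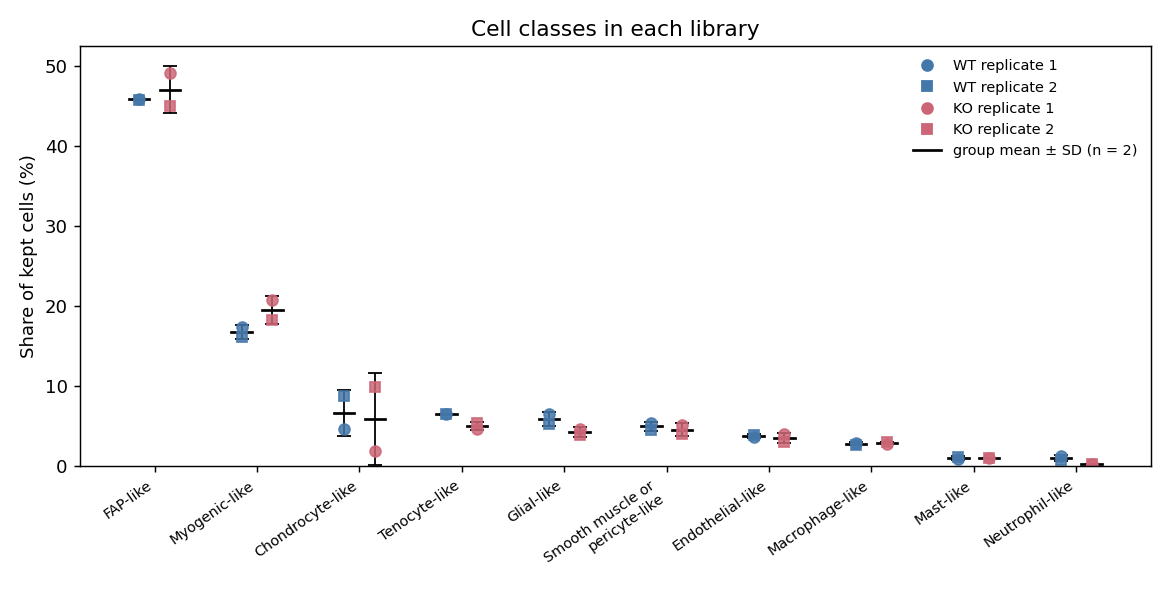
Share of kept cells (%, vertical axis) in each cell class for the 2 WT and 2 KO libraries, with each point a library and each horizontal line with its error bar the group mean ± SD (n = 2). Myogenic-like cells were at 17.4% and 16.1% in WT and at 20.7% and 18.2% in KO, and chondrocyte-like cells differed more between replicates than between genotypes.

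Among the other classes, tenocyte-like cells took 6.45 ± 0.0357% in WT and 4.97 ± 0.536% in KO, and glial-like cells 5.84 ± 0.892% and 4.23 ± 0.609% (SD, n = 2). Neutrophil-like cells took 0.978 ± 0.345% in WT and 0.247 ± 0.0111% in KO. In these 3 classes both KO libraries lay below both WT libraries, each with an exact permutation p = 0.333 and an adjusted p of 0.833. The edgeR test on cell numbers called the neutrophil-like class alone, with a log2 fold change of −1.98 (adjusted p = 0.0203), on 214 cells in all. Without WT replicate 1 the difference in this class was −0.487 in place of −0.731 percentage points, and that of glial-like cells −0.984 in place of −1.61. Chondrocyte-like cells ranged from 1.82% in KO replicate 1 to 9.91% in KO replicate 2, with 4.63% and 8.68% in the WT libraries, and the difference of −0.787 became 1.24 without WT replicate 2. Smooth muscle or pericyte-like, endothelial-like, macrophage-like and mast-like cells differed by −0.377, −0.281, 0.0606 and −0.00656 percentage points, each within the spread between replicates. Without KO replicate 2 they were 0.157, 0.185, −0.0267 and 0.0143. Unnamed clusters held 5.08 ± 0.346% of WT and 6.32 ± 0.399% of KO cells (SD, n = 2). They were a cluster led by *Ccl11* (4.53% in WT, 4.58% in KO), a mixed cluster and a cluster led by haemoglobin genes. The cluster led by *Ccl11* had 8 FAP markers, but its 10 leading genes held more markers of a different class than of FAPs. The mixed cluster had markers of both myogenic cells and FAPs (0.496% and 1.07%). The cluster led by haemoglobin genes took 0.0482% and 0.680%, with 0.0306% in KO replicate 1 and 1.33% in KO replicate 2.

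The stages of the 6739 myogenic-like cells were compared next, since the study asks whether the KO changes the balance between progenitors, myoblasts and myotubes. Progenitor-like cells made up 54.7 ± 1.53% of them in WT and 53.4 ± 2.59% in KO (SD, n = 2). Myoblast-like cells made up 17.5 ± 2.31% and 17.1 ± 1.12%. Myotube-like cells, 129 in all, made up 1.80 ± 0.508% and 2.00 ± 0.953%. None of the differences of −1.30, −0.369 and 0.197 percentage points exceeded the spread between replicates (exact permutation p = 0.667, 1 and 1). Each changed sign when 1 library was left out, to 0.526 without KO replicate 2, to 1.27 without WT replicate 2 and to −0.477 without KO replicate 2. Sub-clustering at resolution 0.8 moved the progenitor-like difference most, to −3.65. With the looser cell filter 271 cells were myotube-like, at 3.68% in WT and 3.99% in KO, so their number depended strongly on the filter. The suspension was also strained before capture, and any loss of myotubes there was not examined. A sub-cluster led by cell cycle genes had no stage and held 26.0 ± 0.275% of WT and 27.4 ± 0.516% of KO myogenic-like cells (exact permutation p = 0.333, n = 2).

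*Pax7* marks muscle progenitors and *Myog* differentiating myoblasts. After thinning to 2000 UMIs, a *Pax7* UMI was found in 17.9 ± 1.53% of WT and 18.6 ± 2.10% of KO myogenic-like cells, and a *Myog* UMI in 26.2 ± 1.80% and 25.4 ± 2.25% (SD, n = 2). The differences of 0.654 and −0.772 percentage points were within the spread between replicates (exact permutation p = 0.667 for both), and became −0.832 and 0.817 without KO replicate 1. These shares used 2790 WT and 3934 KO cells, and 6 and 9 shallower cells were left out. Without thinning the *Pax7* shares were 56.2 ± 2.69% and 52.0 ± 2.47% and the *Myog* shares 33.0 ± 2.48% and 31.8 ± 3.12%. In FAP-like cells, which should have few or no transcripts of either gene, the thinned shares were 0.0262% and 0.0735% for *Pax7* and 1.13% and 1.48% for *Myog*. The mean of the library medians was 10844 UMIs in WT and 9370.5 in KO for myogenic-like cells, against 11199 and 9643 for FAP-like cells. In CPM *Pax7* was at 106 ± 2.57 in WT and 101 ± 12.2 in KO and *Myog* at 795 ± 88.9 and 834 ± 54.7 (SD, n = 2). For both genes the CPM moved against the thinned share, and no order was read from either.

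To identify genes altered by the KO, summed UMIs were tested in each class. In myogenic-like cells 0 of 14720 genes passed the threshold in edgeR's quasi-likelihood test, where the smallest adjusted p was 0.419. At an unadjusted p under 0.05 there were 312 higher and 250 lower genes. DESeq2 moved this count most among the unblocked fits, to 1 gene. In FAP-like cells 0 of 18123 genes passed, with 226 higher and 229 lower at an unadjusted p under 0.05, and over all kept cells 0 of 20419 passed, with 481 higher and 480 lower. In progenitor-like, myoblast-like and myotube-like cells 0 of 12876, 10366 and 4888 genes passed, with 244, 225 and 192 higher and 235, 244 and 123 lower at an unadjusted p under 0.05. In simulated libraries of the same size the same test recovered 78% of genes changed 2-fold in myogenic-like cells. The simulation held neither the sex-linked split of the KO group nor the larger spread of the KO pair. With no gene changed it called 4 genes, more than the data gave. The 78% can therefore overstate the recovery in these libraries.

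The 29 preset genes cover myogenic, Notch, TGF-beta, myostatin, insulin-like growth factor and pleiotrophin genes. In myogenic-like cells 0 of them passed over all genes tested and 0 passed when adjusted over the list alone, and none had an unadjusted p under 0.05. The study chose some of these genes on the same samples, so the list is not independent evidence. *Myh3* (chromosome 11, 67078300 to 67102291) had the largest log2 fold change, 0.92 (SE 0.44, edgeR adjusted p = 0.963), and *Myh8* (chromosome 11, 67277124 to 67308634) was next with 0.64 (SE 0.35, adjusted p = 0.963). Both values rested on KO replicate 2. *Myh3* was at 13.7 and 14.4 CPM in the WT libraries, 11.9 CPM in KO replicate 1 and 39.6 CPM in KO replicate 2, and *Myh8* at 15.9, 18.7, 14.7 and 37.5 CPM. Without KO replicate 2 the log2 fold changes were −0.22 and −0.20. *Myog* (chromosome 1, 134289989 to 134292548) changed by 0.11 (SE 0.08) and *Pax7* (chromosome 4, 139737062 to 139833528) by −0.03 (SE 0.09). *Mstn*, which encodes myostatin (chromosome 1, 53061640 to 53068079), changed by 0.15 (SE 0.12), and by −0.06 without KO replicate 2. Its receptors *Tgfbr1* and *Acvr2a* changed by −0.06 (SE 0.07) and −0.11 (SE 0.09), *Igf1r* by −0.08 (SE 0.07), *Igf1* by 0.21 (SE 0.15), *Ptn* by 0.11 (SE 0.08), and *Notch2* and *Notch3* by −0.09 each (SE 0.08 and 0.09). Without KO replicate 2 the changes of *Pax7*, *Acvr2a* and *Notch3* were 0.07, 0.01 and 0.02, and that of *Igf1r* was −0.02. Without WT replicate 1 those of *Myog*, *Ptn* and *Notch2* were 0.01, 0.04 and −0.04, and without KO replicate 1 that of *Igf1* was −0.02.

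**Figure D2:**
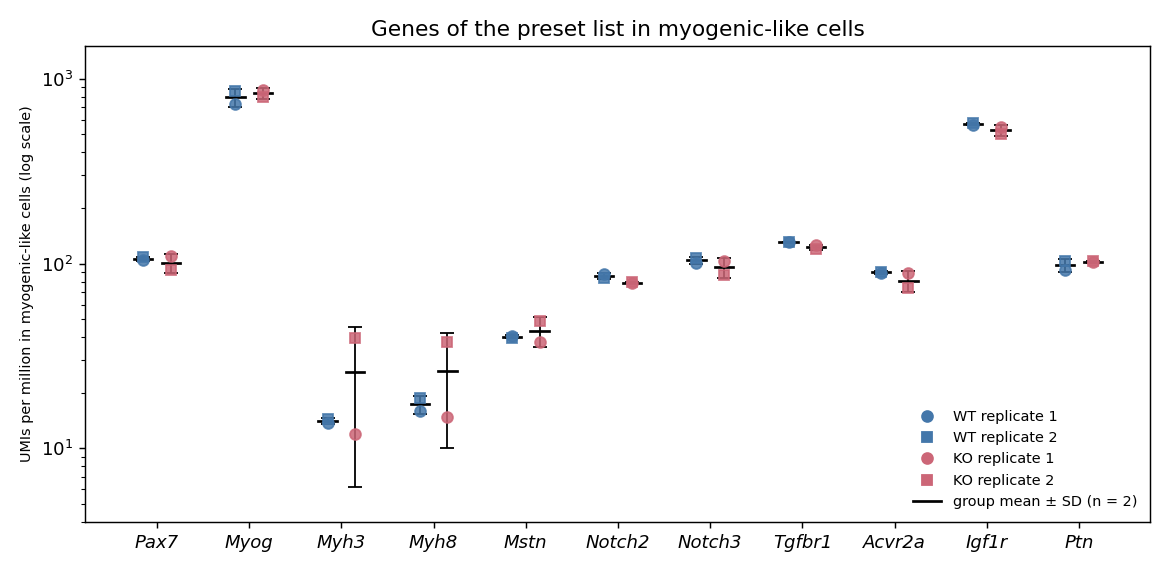
Abundance (CPM, vertical log axis) of 11 preset genes in myogenic-like cells, with each point a library and each horizontal line with its error bar the group mean ± SD (n = 2). *Myh3* and *Myh8* stood at 39.6 and 37.5 CPM in KO replicate 2 and between 11.9 and 18.7 CPM in the other libraries.

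The study places its changes of Notch and differentiation genes at early and late stages of myogenesis, so *Notch2*, *Notch3*, *Myog*, *Myh3* and *Myh8* were also tested by stage. Of 14 tests, 0 passed the threshold, and *Notch3* was not tested in myotube-like cells. The smallest unadjusted p belonged to *Myh8* in myoblast-like cells, with a log2 fold change of −0.45 (SE 0.16, edgeR adjusted p = 0.997), and of −0.26 without WT replicate 2. In the same cells *Notch2* changed by −0.25 (SE 0.14) and *Notch3* by 0.75 (SE 0.50), which were −0.06 and 0.29 without WT replicate 2. The *Notch3* value in myoblast-like cells rested on 9 and 5 UMIs in the WT libraries and 12 and 17 in the KO libraries. *Myog* changed by 0.08 there, and by −0.03 without KO replicate 1. *Myh3* changed by 0.13 there, and by −0.17 without WT replicate 1. In progenitor-like cells *Notch2* and *Notch3* changed by −0.08 (SE 0.10) and −0.09 (SE 0.10), and *Myog* by −0.17 (SE 0.10). *Notch2* changed by 0.01 there without WT replicate 1 and *Notch3* by 0.01 without KO replicate 2. *Myh3* and *Myh8* changed by −0.05 and −0.23 in progenitor-like cells. Without WT replicate 1 *Myh3* changed by 1.12 there, and without KO replicate 1 *Myh8* changed by −0.03. Counts of *Myh3* in progenitor-like cells were low, with 18 and 5 UMIs in the WT libraries and 13 and 12 in the KO libraries. In myotube-like cells *Myog* changed by −0.39 (SE 0.27), *Notch2* by −0.33 (SE 0.37), *Myh3* by 0.21 (SE 0.46) and *Myh8* by 0.93 (SE 0.41). Without KO replicate 2, *Myh3* changed by −0.86, *Myh8* by 0.11 and *Myog* by −0.09 in these cells. *Notch2* changed by −0.16 there without KO replicate 1 and by −0.56 without KO replicate 2.

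In FAP-like cells 0 of the preset genes passed over all genes tested and 0 when adjusted over the list alone, while 2 had an unadjusted p under 0.05. These were *Myod1*, with a log2 fold change of 0.85 (SE 0.27), and *Pax7*, with 1.21 (SE 0.41), each with an adjusted p of 0.357 over the list. Without KO replicate 2 they were 0.67 and 0.74, and with Scrublet doublets removed they were larger, 0.92 and 1.45. Both genes are in the myogenic marker list. Their counts in FAP-like cells were low. *Pax7* had 15 and 12 UMIs in the WT libraries and 23 and 44 in the KO libraries, and *Myod1* had 27, 26, 43 and 59.

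In the other classes 19 genes passed, all in 2 classes. In endothelial-like cells *Myog*, *Actc1*, *Ccl21a*, *Cxcl10*, *Col1a2*, *Cryab* and *Col1a1* were higher in KO. In smooth muscle or pericyte-like cells 11 genes were higher, among them *Ptn*, *Dcn* and *Lum*, and *Col8a1* was lower. These genes were chosen for mention after their values were seen. Among them *Myog* and *Actc1* are in the myogenic marker list, and *Col1a1*, *Col1a2*, *Dcn* and *Lum* in the FAP list. With Scrublet doublets removed 2 genes passed in all, and of the 19 only *Col8a1* did. *Col8a1* (ENSMUSG00000068196, chromosome 16, 57624258 to 57754737) stood at 170 and 184 CPM in the WT libraries and at 87.5 and 73.1 CPM in the KO libraries. Its log2 fold change was −1.12 (SE 0.10, edgeR adjusted p = 0.000134), and −1.10 without Scrublet doublets (adjusted p = 0.000247). *Ptn* in this class had a log2 fold change of 0.64 (adjusted p = 0.00980), with an adjusted p of 0.773 without Scrublet doublets. Chondrocyte-like, glial-like, macrophage-like, mast-like and tenocyte-like cells had 0 genes past the threshold, and at an unadjusted p under 0.05 they had 171, 244, 237, 323 and 170 higher and 173, 253, 255, 206 and 249 lower genes. Neutrophil-like cells were too few to test.

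Whether the KO effect differed between myogenic-like and FAP-like cells was tested directly. Of 17912 genes 1 passed, *Car3* (ENSMUSG00000027559, chromosome 3, 14863512 to 14872523), with an interaction of −1.50 on the log2 scale (SE 0.14, edgeR adjusted p = 0.0491). In FAP-like cells *Car3* stood at 6.97 and 8.51 CPM in the WT libraries and at 16.1 and 13.4 CPM in the KO libraries, and in myogenic-like cells at 46.5, 57.4, 43.4 and 27.8 CPM. With Scrublet doublets removed the interaction was −1.91 and 0 genes passed (*Car3* adjusted p = 0.228), with 236 higher and 301 lower at an unadjusted p under 0.05.

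Sets of genes were tested in myogenic-like cells. With camera at the preset correlation 5 of the 6 sets passed, all toward higher expression in KO. Sarcomere genes had a median log2 fold change of 0.29 with 24 of 28 genes higher (adjusted p = 1.96e-07), and cell cycle genes 0.10 with 32 of 34 higher (adjusted p = 3.03e-06). The medians were 0.09 for dissociation stress genes (16 of 25 higher, adjusted p = 0.0208), 0.03 for ribosomal protein genes (78 of 90, adjusted p = 0.0208) and 0.03 for TGF-beta targets (12 of 17, adjusted p = 0.0266). Notch targets had a median of −0.02 with 5 of 12 higher (adjusted p = 0.560). That set also lists Notch receptors, such as *Notch1*, *Notch2* and *Notch3*, and ligands, so it is not a readout of targets alone. The set of TGF-beta targets holds the FAP marker *Col1a1*. The sarcomere set holds *Myh3* and *Myh8*, whose values rested on KO replicate 2. None of the 5 calls held under fry or with an estimated correlation, where the smallest adjusted p was 0.545 and 0.489.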

Values the study reported

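The study reported that 34 914 cells passed its quality filter, 15 922 of them WT and 18 992 KO.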

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

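Of the tests below, those on the mixed cluster and on the cluster led by haemoglobin genes, that of sex for *Car3*, and the Scrublet and DESeq2 fits of the interaction, were chosen only after the result was seen.

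*Car3* drew attention because the KO effect differed between myogenic-like and FAP-like cells in a direct test, with an interaction of −1.50 on the log2 scale (edgeR adjusted p = 0.0491). Across the 4 fits that each left out 1 library it ran from −1.68 to −1.33. The adjusted p was 0.0396 with RLE factors, 2.87e-07 with DESeq2 and 0.228 with Scrublet doublets removed, where the interaction was −1.91. Myogenic cells caught in FAP-like droplets were tested as a cause. For this, the 10% of FAP-like cells with the largest share of myogenic marker UMIs in each library were left out. The log2 ratio of *Car3* CPM in FAP-like cells was 1.12 in the rest, against 0.93 in all of them, which argues against such shared droplets. Free myogenic RNA would stay in the rest too, so the test cannot decide on it. *Car3* is also in the marker list for adipocytes, and a difference in the number of early adipocytes was not tested. Without KO replicate 2, among libraries with Y-linked UMIs alone, the interaction was −1.33, which argues against sex as the whole cause. An effect of the genotype on *Car3* may differ between the classes, as a hypothesis that rests on a call close to the threshold, in a test that made false calls in simulated data.

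The cluster with markers of both myogenic cells and FAPs was set apart because it is outside the named classes and held more cells in KO, with 0.564% and 0.428% of kept cells in the WT libraries and 1.15% and 0.985% in the KO libraries, or 1.07% as the KO mean. Scrublet marked 85.6% of its 299 cells and 1.60% of the other kept cells, so droplets with a cell of each kind are a likely source. A higher load of cells in the KO libraries was not enough on its own. Relative to the deposited cells and the class shares of each library, the KO over WT ratio was still 1.56, and both KO libraries lay above both WT libraries. The upper limits on genes and UMIs could have taken out more doublets of the deeper WT libraries. Under the looser filter the ratio was 1.09, but both KO libraries still lay just above both WT libraries, so this filter effect and a further difference between the genotypes cannot be told apart with 2 libraries each.

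The cluster led by haemoglobin genes was set apart because 139 of its 150 cells came from KO replicate 2, where it took 1.33% of kept cells (exact 95% interval 1.12 to 1.57%). Its median was 2889 UMIs per cell. KO replicate 1 had a share of 0.0306%, below the WT values of 0.0352% and 0.0611%, which argues against the genotype. Haemoglobin transcripts in the cluster stood at 1264 CPM in KO replicate 2, a small part of its UMIs, which argues against red blood cells as its cells. In FAP-like cells they stood at 420 CPM in KO replicate 2, against 175, 7.64 and 201 CPM in WT replicate 1, WT replicate 2 and KO replicate 1. In myogenic-like cells they stood at 316 CPM in KO replicate 2, against 88.6, 143 and 3.66 CPM. Free haemoglobin RNA as a source and another origin cannot be told apart, since the other libraries differed by a larger ratio from each other than KO replicate 2 did from the highest of them, while the difference in CPM was somewhat larger for KO replicate 2. An earlier criterion, haemoglobin CPM in FAP-like cells above that of every other library, had labelled the pattern as explained. The tests above replaced it after the values were seen. The leading genes of the cluster also include *Ecscr*, *Gpihbp1* and *Mylpf*. The sex-linked pattern sets the same library apart and cannot be excluded.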

How the results depend on the processing

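The denominators without chondrocyte-like or tenocyte-like cells and the cluster led by *Ccl11* counted as FAP-like were chosen after seeing the data. So were the alternatives for gene counts in the other classes and the Scrublet and DESeq2 fits of the interaction. Of 199 values compared for 49 single genes, classes and sets with all libraries, 175 kept their direction and their side of the threshold, 13 were weaker, 1 was stronger and 10 were reversed. For shares under the exact tests, the side of the threshold was fixed in advance. The myogenic-like, FAP-like, stage, *Pax7* and *Myog* shares and the gene counts are outside these values. Of those shares, the myotube-like and *Pax7* differences were reversed in some settings, given below. With 1 library left out, 27 of 50 results changed sign in at least 1 fit, in 38 of 200 fits. The cause was not tested unless stated.

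The myogenic-like difference stayed positive, from 2.59 to 3.18 percentage points, and from 1.49 to 4.0 with 1 library left out. The FAP-like difference ran from 0.00981 to 1.67 with all libraries, and from −0.867 to 3.29 with 1 library left out. It was 0.00981 without chondrocyte-like or tenocyte-like cells in the denominator.

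Cells kept numbered 39943 with the looser filter and 36127 without Scrublet doublets, by construction. With the looser filter, Scrublet, resolution 1 and centring in turn, the macrophage-like difference was −0.123, −0.0311, −0.0661 and −0.0599 and the mast-like difference 0.115, 0.0842, 0.120 and 0.120. The myotube-like difference was −0.148 with Scrublet and −0.162 with centring, and the *Pax7* share differed by −1.12 at 1000 UMIs and −4.24 without thinning, where the deeper WT cells show more UMIs.

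DESeq2 called 1 gene in myogenic-like cells, 1 in myotube-like cells, 8 in FAP-like cells, 51 in all kept cells, 31 in the other classes and 6 for the interaction. Scrublet left 2 genes in the other classes and 0 for the interaction, where 236 higher and 301 lower genes had an unadjusted p under 0.05. The edgeR test on cell numbers called 1 class. Of the gene sets 3 passed among genes of at least 10 CPM, where the Notch targets had a median log2 fold change of −0.074, 0 passed with fry and 0 with an estimated correlation.

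The replicate numbers share only a label. With them as a replicate block, 12 genes passed in myogenic-like cells, 29 higher and 22 lower in progenitor-like cells and 347 in the other classes, and *Myh3* in myotube-like cells had a log2 fold change of −0.010. Few residual degrees of freedom remain with this block, and the smallest edgeR adjusted p reached 5.26e-92 in glial-like cells. Such a value is not credible with 4 libraries, so these counts are weak evidence of changed genes. The differences in shares are the same by construction, with 0.5 as the smallest sign-flip p, and the interaction already had the library as its block. Deviations of same-numbered libraries correlated across genes at 0.0795 in myogenic-like and 0.221 in FAP-like cells. Genes are not independent replicates.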

Other observations

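Some of the tests below were chosen only after the result was seen. They are those on the sex-linked transcripts, *Myh3* within myotube-like cells, the myogenic-like share without chondrocyte-like cells and sex as a source of the *Col8a1* difference.

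FAP marker UMIs in classes other than FAP-like were higher in KO, with a median log2 ratio of 0.40 over 6 classes, of which 4 had both KO libraries above both WT libraries. FAP-like cells caught in the same droplet were tested by leaving out the 10% of cells of each class and library with the largest FAP marker share. The median log2 ratio fell to 0.14, so such droplets may be a source of part of it. Cells were left out by the share that was compared, here and for the myogenic markers below. Any rise held by few cells would therefore fall, whatever its source. Free RNA and a change of transcription were judged by criteria that were loosened after the values were seen, and by the criteria as first written both would have been excluded. In the remaining cells 2 of the 6 classes were higher in both KO libraries, which is short of the rise in every class that free RNA at a higher level would bring. Myogenic marker UMIs in the other classes rose too, with a median log2 ratio of 0.31, which a change of transcription of the FAP genes alone would not bring, but in only 2 of 6 classes were both KO libraries higher. When the 10% of cells with the largest myogenic marker share were left out, the median was 0.28. In these 2 classes, however, the log2 ratio fell from 1.67 to 0.72 in endothelial-like and from 1.27 to 0.32 in glial-like cells, so shared droplets may be a source of part of the myogenic marker UMIs there. With 2 libraries per group these explanations cannot be told apart. The genes called higher in endothelial-like and smooth muscle or pericyte-like cells include FAP and myogenic markers.

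The sex-linked transcripts separated KO replicate 2 from the other libraries. An *Xist* UMI was found in 98.2% of its cells and a Y-linked UMI in 1.00%. A mixture of male and female cells in that library would need a larger Y-linked share. Female fetuses in KO replicate 2 and male fetuses in the others are a likely source. Sex is thereby mixed into the KO group, and no effect of sex could be separated from the difference between the KO replicates.

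The *Myh3* CPM in myogenic-like cells was highest in KO replicate 2, with a log2 ratio of 1.57 over the mean of the other libraries. Without myotube-like cells the log2 ratio was 0.33, so most of the difference lay in these cells. That library held 2.67% myotube-like cells among its myogenic-like cells, against 1.33% to 2.16% in the others. Within myotube-like cells *Myh3* stood at 870 CPM in KO replicate 2 and at 497, 462 and 266 CPM in WT replicate 1, WT replicate 2 and KO replicate 1, a log2 ratio of 1.09, which argues against a larger number of these cells as the whole cause. In FAP-like cells the log2 ratio was 0.67, somewhat less than fibre RNA free in the suspension was set to bring. *Myh3* stood there at 2.46 CPM in KO replicate 2, against 1.64, 1.30 and 1.71 CPM in WT replicate 1, WT replicate 2 and KO replicate 1. Free fibre RNA would bring this direction, but the log2 ratio of *Myh8* in FAP-like cells was −0.08. At such low levels the test cannot decide on free fibre RNA. An earlier criterion, the fall of the *Myh3* ratio without myotube-like cells, had labelled the pattern as explained. That criterion was replaced after the values were seen. No biological explanation was tested, since the pattern lies within the KO group.

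The larger myogenic-like share in KO was tested against 3 technical explanations. Without chondrocyte-like cells in the denominator, for unequal cartilage in the dissections, the difference was 2.76 percentage points. The shares were then 18.2% and 17.6% in the WT libraries and 21.1% and 20.2% in the KO libraries. The difference was 2.87 with Scrublet doublets removed and 3.08 with the looser filter, against 2.75 in the report. None of the 3 removed the difference, and unequal dissociation of the muscles was not tested. A larger myogenic share in KO fetuses may remain as a hypothesis, with an exact permutation test that could not pass the threshold. Among all kept cells the difference was 1.49 without KO replicate 1.

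*Col8a1* was lower in smooth muscle or pericyte-like cells of both KO libraries. It was chosen after its values were seen, as the gene that also passed without Scrublet doublets. The adjusted p ran from 2.83e-11 with DESeq2 to 0.000247 without Scrublet doublets in the unblocked fits, and the log2 fold change from −1.25 to −1.01 with 1 library left out. A shift between smooth muscle and pericyte cells was tested by splitting the class at the median *Acta2* share. In the part with more *Acta2* the log2 ratio was −1.23, against −1.14 in the whole class, which argues against such a shift as the whole cause. In the other part *Col8a1* was at most 9.27 CPM. KO replicate 1, with Y-linked UMIs like the WT libraries, stood at 87.5 CPM against 170 and 184 CPM, which argues against sex. An effect of the genotype may underlie the difference, as a hypothesis, since dissection of different vessels was not tested.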
